A study of Gallus gallus with 15 samples. Its data were reported in "Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research" (2021).

How the data were processed

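Chromatin accessibility was measured by DNase-seq, in which nuclei are digested briefly with the nuclease DNase I and the ends of the released fragments are sequenced, so that regions of open chromatin gather many reads. The 15 samples came from 8 tissues of sexually mature male chickens bred from a cross of inbred lines. Adipose, cerebellum, cerebral cortex, liver, lung, skeletal muscle and spleen had 2 replicates each, named A and B, and hypothalamus had replicate B only. Groups and replicate letters were taken from the sample labels. The study used 2 biological replicates for the species, so the tissues may come from the same 2 birds and need not be independent of each other. The labels do not tie a letter to a bird.

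The authors sequenced paired-end libraries from cryopreserved nuclei and called regions of enrichment with MACS2 in broad mode, using a q-value cut-off, on the galGal6 assembly. The study speaks of aligned and filtered reads for DNase-seq; it names tools for trimming, alignment, filtering and duplicate removal where it describes its ChIP-seq libraries. The deposited peak lists were called for each replicate on its own, which is what allowed replicates to be compared here. The study defined its accessible regions from the combined alignments of both replicates, and those pooled calls were not used here. Each list gave a chromosome, a start and an end for every peak. It also held a score, which the authors' peak caller derives from the q-value. The fold enrichment of each peak over the local background is a ratio computed by the authors' peak caller. Significance was deposited as the −log10 of the p-value and the −log10 of the q-value. These values belong to the authors, were averaged over the peak by the caller, and were used here only to describe, rank or filter peaks within a list. The smallest width and the smallest gap between peaks were 200 and 801 bp in 14 lists. In cerebellum replicate A they were 73 and 293 bp. Another setting of the caller for this list is a likely reason and was not tested. Peaks with a q-value above 0.05 were present in every list and made up between 0.685% and 8.61% of the peaks.

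Peak lists hold no read numbers, so the depth of the samples is unknown from them. The read numbers that the study gives for its libraries were not used here, and no interval that needs them is given. Exact Clopper-Pearson intervals (95%) are given for shares of peaks and regions. They cover counting error only, and neighbouring peaks are not independent.

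The genome covered by a list was the summed length of its peaks. The similarity of a pair of lists was the Jaccard index, the number of bases in both lists divided by the number of bases in either. Peaks of the 15 lists were merged into union regions, and a region counted as accessible in a sample when a peak of that sample overlapped it by at least 1 bp. A region was tissue-restricted when every replicate of a tissue had a peak in it and no sample of another tissue did. Peaks were called reproduced when they overlapped a peak of the other replicate by at least 1 bp. Chromosomes 1 to 5 were taken as macrochromosomes, 6 to 10 as intermediate and those from 11 upwards as microchromosomes, and the length of a chromosome was set to the highest peak end found on it in any list, since no galGal6 sequence was used here.

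The comparisons and their alternatives were fixed before the data were examined. The pair tests were exact one-sided permutation tests over all 135135 divisions of the 14 samples with a replicate into pairs. The brain test was an exact one-sided permutation test over the 56 choices of 3 of the 8 tissues. The test of replicate letters was an exact two-sided permutation test over 128 exchanges of letters within tissues. Tissue means were tested against 0 with exact two-sided sign-flip permutation tests, over 128 sign patterns for 7 tissues and 256 for 8. The 7 tests formed a family, and p-values adjusted over it by the Benjamini-Hochberg procedure are given beside the raw ones. The regions given by position were chosen by a rule fixed beforehand, namely the tissue-restricted region on an assembled chromosome with the highest mean fold enrichment over both replicates, for each tissue with 2 replicates.

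Alternatives were a −log10 q of at least 2, the 17944 most significant peaks of each list, the share of peaks overlapping by at least 1 bp or covered to at least 50% in place of the Jaccard index, the replicate letter as a block, other measures of peak strength, and leaving out each sample in turn. Merging and widening the peaks of cerebellum replicate A to the limits of the other lists, leaving out the cerebellum and cerebral cortex, exchanging their labels in 1 replicate, and all alternatives for the breadth of regions were chosen after seeing the data.

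Enrichment near transcription start sites, restriction by genomic location, motif content, accessibility at named genes, the nearest gene of each region and the chromosome comparison away from start sites had also been planned. They are not reported because no galGal6 sequence or annotation was used here, and a gene table of another assembly was not applied to these coordinates.

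Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. On simulated data the overlap functions equalled a base-by-base count in 50 of 50 trials, and on the real lists all 105 pairwise Jaccard indices equalled those of bedtools 2.31.1. In 100 simulated sets of lists without structure, the pair, brain and letter tests gave a p-value under 0.05 in 5, 3 and 6 sets. With shared tissue and brain regions built in, the pair and brain tests did so in 100 of 100 sets and the letter test, for which nothing was built in, in 7. Lists in these sets had peaks of a single width and similar numbers of peaks, unlike the real lists. These rates therefore need not hold for the real lists. The sign-flip test on 7 values passed in 34 of 1000 draws without a shift and in 979 of 1000 with a shift of 2 SD.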

Results

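Accessible chromatin was profiled by DNase-seq in 15 samples from 8 chicken tissues, with 2 replicates for each tissue except hypothalamus, which had 1. The lists held 811112 peaks in total. A list had a median of 52933 peaks and ranged from 17944 in adipose replicate B to 93247 in cerebral cortex replicate B, a ratio of 5.20. The genome covered ranged from 9.12 Mb in adipose replicate B to 67.3 Mb in spleen replicate B. Median peak width lay between 397 and 572 bp in 14 lists. It was 184 bp in cerebellum replicate A, whose smallest width and gap differed from those of the other lists. The median fold enrichment, as given by the authors, lay between 2.05 in spleen replicate B and 4.06 in cerebellum replicate B.

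The first comparison asked whether tissues differed in how much accessible chromatin was called. Cerebral cortex had the highest mean number of peaks, 78860.5 ± 20346 (SD, n = 2), and adipose the lowest, 28592 ± 15058 (SD, n = 2). Skeletal muscle had 30524 ± 4596 (SD, n = 2), liver 49718 ± 3277 (SD, n = 2), lung 60029 ± 8398 (SD, n = 2), cerebellum 63294 ± 14652 (SD, n = 2) and spleen 66930 ± 23253 (SD, n = 2). The hypothalamus sample had 55219 peaks. Replicates of a tissue differed by 1.098-fold in liver and by 2.19-fold in adipose. The mean absolute log2 ratio within tissue pairs was 0.51, against 0.73 over all divisions into pairs, and this difference did not pass the threshold (exact one-sided permutation test, p = 0.0636, adjusted p = 0.1). Leaving out adipose moved the ratio most, to 0.41. With only peaks of −log10 q of at least 2 the ratio within tissues was 0.51 against 0.81, and the exact test gave p = 0.0278. Without spleen, from which leaving out either replicate removes the pair, the value was 0.48 and the exact p was 0.0374.

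For the covered genome the mean absolute log2 ratio within tissues was 0.69, against 0.92 over all divisions (exact one-sided permutation test, p = 0.105, adjusted p = 0.123). The means ran from 16.7 ± 10.7 Mb in adipose and 17.3 ± 3.49 Mb in skeletal muscle to 51.7 ± 8.16 Mb in cerebral cortex and 51.7 ± 22.0 Mb in spleen (SD, n = 2 each). Without the cerebellum pair the ratio was 0.60 and the exact p was 0.0368. With all pairs and all peaks included, neither total passed the threshold.

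**Figure D1:**
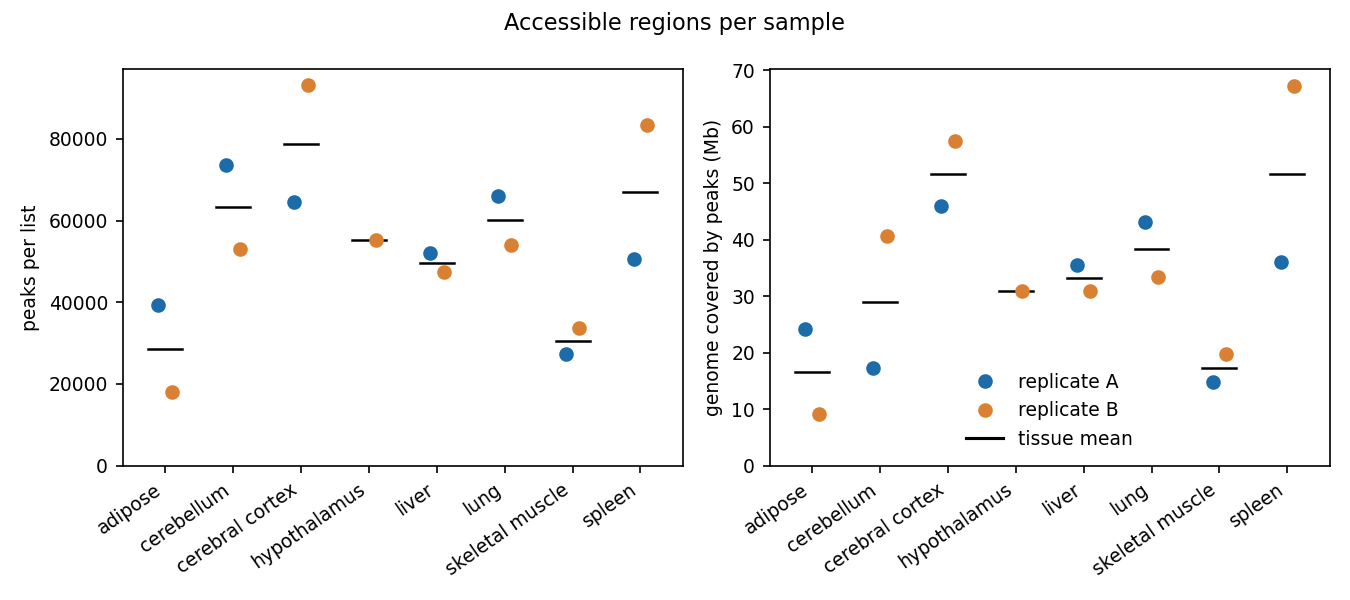
Number of peaks per list (left panel) and genome covered by peaks in Mb (right panel) for each sample, by tissue. Points are replicates A and B and black lines are tissue means; the lists run from 17944 to 93247 peaks and from 9.12 to 67.3 Mb.

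The study clustered binned read depth by Pearson correlation and reported that replicates were reproducible and tissues specific. The peak lists allowed a related question to be asked by another measure, overlap. The mean Jaccard index of the 7 replicate pairs was 0.369 ± 0.179 (SD), and that of the 98 pairs from different tissues was 0.195 ± 0.0652 (SD). The replicate pairs exceeded the mean of 0.206 over all divisions into pairs (exact one-sided permutation test, p = 8.14e-05, adjusted p = 0.00057). Among alternatives with the same index, leaving out cerebellum and cerebral cortex, chosen after seeing the data, moved the mean most, to 0.452. The pairs were unequal. The index was 0.574 in liver, 0.543 in lung, 0.470 in spleen and 0.432 in skeletal muscle, but 0.240 in adipose, 0.199 in cerebral cortex and 0.124 in cerebellum. The nearest list was the own replicate for 7 of the 14 samples that had one, namely both samples of liver, lung and spleen and skeletal muscle replicate A. Cerebellum replicate B and cerebral cortex replicate A were nearest to each other, at 0.362. Cerebellum replicate A was nearest to cerebral cortex replicate B, at 0.224, but cerebral cortex replicate B was nearest to the hypothalamus sample, at 0.258. With the peaks of cerebellum replicate A merged and widened to the limits of the other lists, it shared 0.277 with cerebral cortex replicate B, and these lists were then nearest to each other. Adipose replicate A and skeletal muscle replicate B were nearest to each other, at 0.474, which was the highest index between tissues. Adipose replicate B was nearest to skeletal muscle replicate A, at 0.266.

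**Figure D2:**
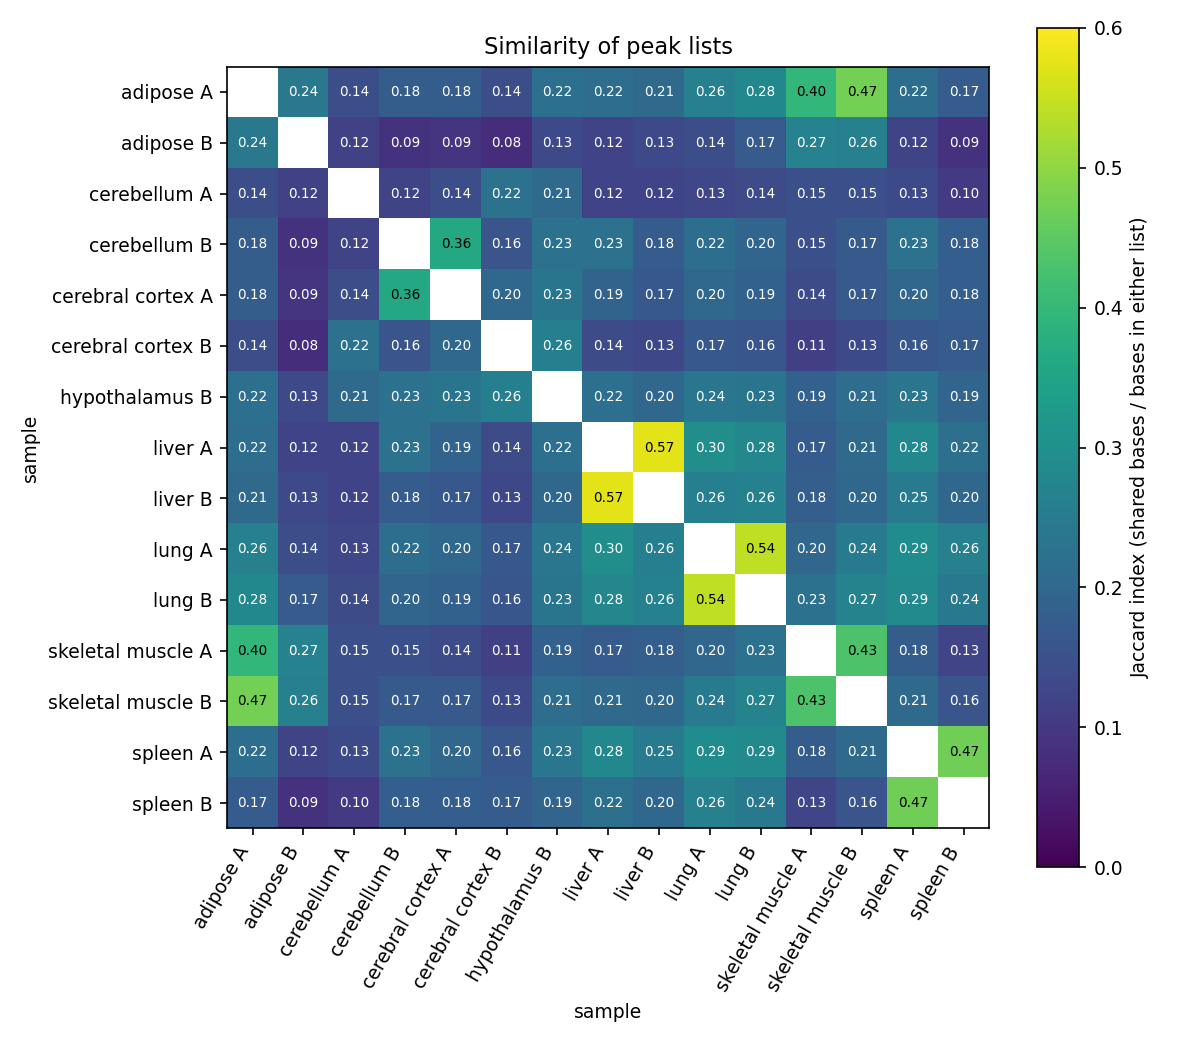
Jaccard index for each pair of lists, with samples on both axes and the diagonal left blank. The liver replicates share most (0.574), while the cerebellum replicates share 0.124 and cerebellum replicate B and cerebral cortex replicate A share 0.362.

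Cerebellum, cerebral cortex and hypothalamus were compared as a set of brain tissues. Samples of different brain tissues had a mean index of 0.227, against 0.165 between brain and other tissues. The difference of 0.0614 did not pass the threshold (exact one-sided permutation test, p = 0.0714, adjusted p = 0.1), and the smallest p this test can give is 0.0179. By the share of peaks overlapping by at least 1 bp the difference was 0.129 (exact p = 0.0357), without adipose replicate A it was 0.0622 (exact p = 0.0357), and with equally many peaks per list it was 0.0193 (exact p = 0.268). With the labels of 1 cerebellum and 1 cerebral cortex sample exchanged, an alternative chosen after seeing the data, it was 0.0285 (exact p = 0.25). Samples from different tissues with the same replicate letter had a mean index of 0.190, against 0.1998 for different letters, and this difference of -0.00938 did not pass the threshold (exact two-sided permutation test, p = 0.125, adjusted p = 0.125).

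Peaks found in both replicates were compared with peaks found in 1 of them. The reproduced share ran from 34.5% of the peaks of cerebellum replicate A (95% interval 34.2% to 34.9%) to 97.4% of those of spleen replicate A (97.2% to 97.5%). Reproduced peaks had the higher median fold enrichment in 14 of 14 lists. Wide peaks meet the rule of 1 bp more easily. Strong peaks also pass the cut-off of a second list more easily, so a positive difference was likely beforehand. The mean difference in median fold enrichment over the 7 tissues was 0.696 (exact two-sided sign-flip permutation test, p = 0.0156, the smallest this test can give, adjusted p = 0.0365). It was smallest in adipose, at 0.299, and largest in cerebellum, at 1.27, where the lists shared a Jaccard index of only 0.124. With equally many peaks per list the mean difference was 0.397, and with at least 50% of the peak covered it was 0.761.

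Merging all lists gave 215699 regions with a median width of 599 bp, covering 186 Mb. Of these, 98027 regions (45.4%, 95% interval 45.2% to 45.7%) had peaks in 1 tissue and 14429 (6.69%) had peaks in all 8. A peak was present in all 15 samples in 6452 regions (2.99%), and 77074 regions (35.7%) rested on 1 sample. The share of regions in 1 tissue was 53.5% with equally many peaks per list, the alternative that moved it most.

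**Figure D3:**
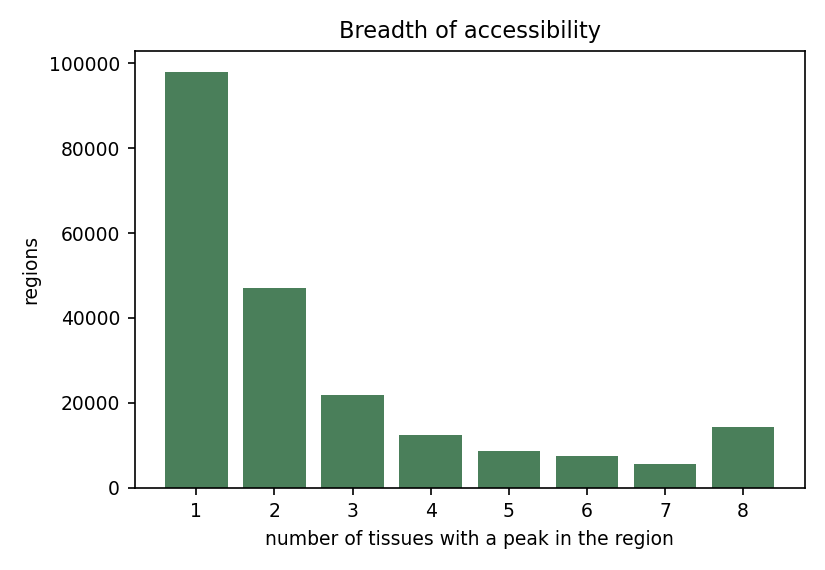
Number of union regions by the number of tissues with a peak in any replicate. Bars fall from 98027 regions in 1 tissue to 5692 in 7, and rise to 14429 in 8.

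Tissue-restricted regions, with a peak in every replicate of a tissue and in no sample of another tissue, numbered 26134. There were 7024 in spleen (14.8% of the regions found in both replicates), 6632 in liver (16.8%), 5675 in lung (12.1%), 1258 in cerebral cortex (3.58%), 168 in skeletal muscle (0.769%), 122 in adipose (0.839%) and 74 in cerebellum (0.293%). The 5181 in hypothalamus (9.70%) came from a single sample and had no replicate requirement, so they are not comparable with the others. The low counts changed with the length of the lists, with the q-value and with single samples. With a −log10 q of at least 2 the count of adipose fell to 71. With equally many peaks per list there were 361 in adipose, 413 in skeletal muscle, 186 in cerebellum and 246 in cerebral cortex. With the full lists, cerebellum had 326 such regions without cerebral cortex replicate A, 311 without cerebral cortex replicate B and 114 without the hypothalamus sample. Cerebral cortex had 2726 without cerebellum replicate A and 2094 without cerebellum replicate B. Skeletal muscle had 1400 without adipose replicate A, and adipose had 228 without skeletal muscle replicate B. Leaving out a replicate of the tissue itself also removes the need for a second peak. The counts then were 5675 and 6417 for cerebellum without A and without B, 20517 and 11254 for cerebral cortex, 659 and 2109 for adipose, and 1055 and 971 for skeletal muscle, with 10693 for lung without B and 22086 for spleen without A.

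The strongest restricted region of each tissue by mean fold enrichment is given in galGal6 coordinates, counted from 1; what the annotation holds there was not analysed here. In liver it was on chromosome 11 from 1059518 to 1060185, with fold enrichments of 9.79 in replicate A and 9.41 in replicate B. In spleen it was on chromosome 16 from 2557578 to 2558168, with 8.26 and 6.81. In lung it was on chromosome 4 from 73765592 to 73766142, with 7.67 and 6.79. In cerebral cortex it was on chromosome Z from 64714534 to 64714979, with 6.74 and 10.1. In cerebellum it was on chromosome 13 from 13317984 to 13318379, with 3.38 and 9.63. In adipose it was on chromosome 5 from 30132223 to 30132604, with 3.52 and 4.50. In skeletal muscle it was on chromosome 10 from 4031887 to 4032314, with 4.94 and 3.05. In cerebellum, cerebral cortex, adipose and skeletal muscle, at least 1 replicate was closer to a list of another tissue than to the other replicate.

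Chicken chromosomes fall into size classes, and peak density was compared among them. Over the 8 tissue means, density was 45.9 ± 16.1 peaks per Mb on macrochromosomes, 59.7 ± 18.4 on intermediate chromosomes, 69.8 ± 19.5 on microchromosomes and 37.8 ± 13.1 on chromosome Z (SD, n = 8). The ratio of microchromosomes to macrochromosomes was above 1 in 15 of 15 lists, from 1.18 in cerebral cortex replicate B to 2.14 in cerebellum replicate B. The mean log2 ratio was 0.65 (exact two-sided sign-flip permutation test over 8 tissues, p = 0.00781, the smallest this test can give, adjusted p = 0.0273), and it was 0.92 with equally many peaks per list. All tissues were read on the same chromosomes and share many regions, so agreement among them was likely beforehand. The p-value does not measure the spread among chromosomes. Density on chromosome Z was between 0.754 and 0.872 times that on macrochromosomes.

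**Figure D4:**
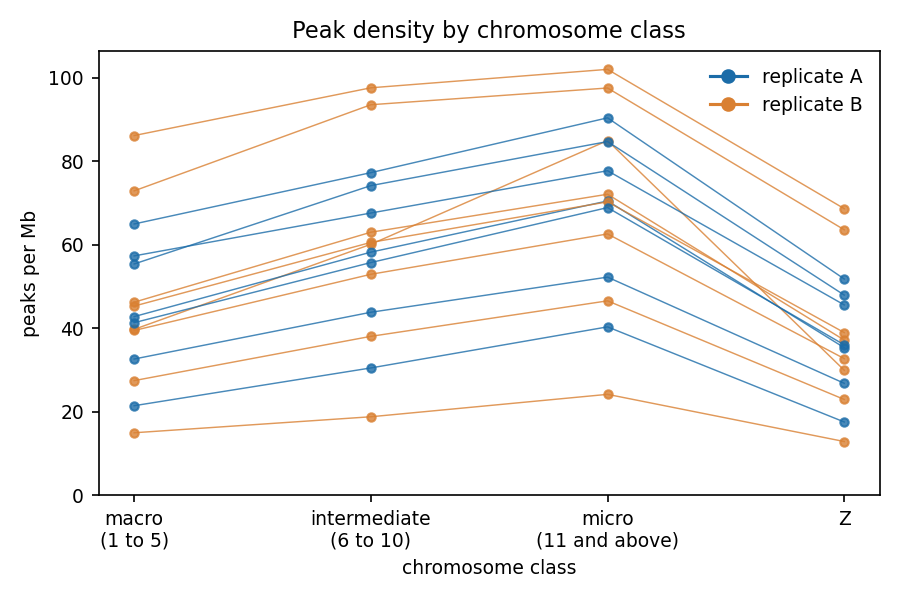
Peaks per Mb by chromosome class, with a line for each sample, coloured by replicate letter. Density is higher on microchromosomes than on macrochromosomes in all 15 lists, with ratios from 1.18 to 2.14.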

Values the study reported

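The study reported 15 DNase-seq libraries totalling 805,274,643 reads in chicken. It set a q-value cut-off of 0.05 for broad DNase-seq peaks. Of the active regulatory elements it annotated in chicken, 75 ± 12% lay in accessible chromatin. Its DNase-seq data gave 338,547 distinct transcription factor footprints over all tissues.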

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

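All tests in this part were chosen after the result was seen. Groups of 2 replicates are too small for a single sample to be singled out as lying far from the others, so what follows are signals on chromosomes that enter the peak totals but were left out of the comparison of chromosome classes.

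The lists held 17 peaks on chromosome W, in 8 of the 15 samples, although the birds were male and males carry no W. The most in a list was 5, in cerebral cortex replicate B. The peaks fell on 9 sites that together made up 0.0900% of the W span, and 12 of the 17 lay at a site shared with a list of another tissue. One such site, from 3582799 to 3586243, had peaks in 4 lists. Recurrence at a few positions is what reads from elsewhere in the genome, placed at similar W sequence, would give, and that remains a candidate explanation. Female nuclei in some libraries are not excluded. The highest W density was 0.780 peaks per Mb, against at least 14.98 on macrochromosomes in any list, but how accessible W chromatin would be in a female was not measured. No biological explanation was tested.

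Mitochondrial DNA carried 32 peaks, between 1 and 5 in each of the 15 lists. They covered a median of 92.7% of the molecule, with a lowest value of 71.4%, at fold enrichments between 1.11 and 1.99. Near-complete coverage at a low fold enrichment is consistent with reads spread along the whole molecule, which is present in many copies. Whether mitochondrial content differed between tissues was not tested, since peak lists hold no read numbers and those of the study were not used here.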

How the results depend on the processing

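Merging the peaks of cerebellum replicate A, leaving out cerebellum and cerebral cortex together, exchanging their labels in 1 replicate, and every alternative for the breadth of regions were chosen after the data were seen; the other alternatives were planned.

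Replicate similarity, strength of reproduced peaks, chromosome class density and letter similarity kept their direction and their side of the threshold throughout. Replicate similarity did so in all 21 alternatives, with exact p between 5.18e-05 and 0.00212 and leave-one-out values from 0.335 to 0.410. It was 0.372 with cerebellum replicate A merged and 0.452 without cerebellum and cerebral cortex. Strength of reproduced peaks did so in all 20, with leave-one-out values from 0.5997 to 0.762. Peak width, which is 1 of these 20, lends no support because wide peaks meet the overlap rule more easily. Chromosome class density did so in all 19, with leave-one-out values from 0.61 to 0.69 on the log2 scale. It was 0.73 with a −log10 q of at least 2 and 0.92 with equally many peaks per list. Letter similarity stayed short of the threshold in all 20, with leave-one-out values from -0.0151 to -0.00239. For replicate similarity, strength of reproduced peaks, peak number and covered genome, leaving out either replicate of a tissue removes the same pair. Those alternatives are identical and are not separate evidence.

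Other results crossed the threshold in some alternatives, and the cause was not tested. The within-tissue ratio of peak numbers was 0.51 with a −log10 q of at least 2 (exact p = 0.0278), and leaving out single samples gave 0.41 to 0.58, with the threshold passed without either spleen sample (0.48, exact p = 0.0374). Over all its alternatives the exact p ranged from 0.0278 to 0.16. For the covered genome, leaving out single samples gave a within-tissue ratio of 0.57 to 0.77. This ratio was 0.47 with equally many peaks per list and 0.84 with a −log10 q of at least 2. It passed only without either cerebellum sample (0.60, exact p = 0.0368), with exact p from 0.0368 to 0.257 over all alternatives. Brain similarity was 0.0285 with the labels exchanged (exact p = 0.25) and 0.129 by the share of peaks overlapping by at least 1 bp (exact p = 0.0357). Leaving out single samples gave 0.0505 to 0.0735, and the threshold was passed without adipose replicate A (0.0622, exact p = 0.0357). Its exact p ranged from 0.0357 to 0.268 over all alternatives.

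Counts of regions moved more. Tissue-restricted regions fell from 26134 to 13194 with equally many peaks per list, where fewer peaks enter. The tissues did not move together: the counts rose to 361 in adipose, 413 in skeletal muscle and 186 in cerebellum, and fell to 246 in cerebral cortex, 1722 in lung, 2699 in spleen, 4221 in liver and 3346 in hypothalamus. The total rose to 98027 when a peak in any replicate was enough, which is a looser rule by construction. Leaving out single samples gave 21865 to 46582, with 46582 without cerebral cortex replicate A, 39602 without cerebral cortex replicate B and 41236 without spleen replicate A. The share of regions in 1 tissue was 50.0% when both replicates were required, 47.9% with a −log10 q of at least 2 and 53.5% with equally many peaks, and it ran from 44.1% to 51.1% when single samples were left out, which moved it beyond its counting interval for 8 of the 15 samples. The cause of these shifts in the share was not tested.

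The replicate letters showed no sign of a pairing. A small effect of a bird could go unseen, so this does not show that a letter marks different birds. Over regions, the correlation of the A minus B differences in accessibility between tissues ranged from -0.408 to 0.0614 with a median of -0.00182, and 0 of 21 tissue pairs exceeded 0.1. The lowest values were -0.408 for cerebellum with cerebral cortex and -0.138 for adipose with skeletal muscle, the tissues whose lists lay close across labels. With the replicate block, in which only A samples were matched with B samples, the within-tissue ratio was 0.51 for peak number (exact p = 0.11) and 0.69 for covered genome (exact p = 0.148), replicate similarity was 0.369 (exact p = 0.00119), and brain similarity over pairs of different letters was 0.0876 (exact p = 0.0536). No call changed.

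Alternatives that need transcription start sites, motifs or the genome sequence were not run, as no galGal6 reference was used here. Depth is unknown from the peak lists and the study's read numbers were not used here, so its effect on the number of peaks was approached only through lists of equal length.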

Other observations

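The tests in this part were chosen after the patterns were seen, except that the split of chromosome density by breadth was fixed before its values were computed.

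The cerebellum and cerebral cortex lists were closer across their labels than within them. In the 80327 regions that had a peak in no sample outside the brain, the Jaccard index of regions was 0.332 for cerebellum replicate B with cerebral cortex replicate A and 0.380 for cerebellum replicate A with cerebral cortex replicate B. It was 0.0764 for the cerebellum replicates and 0.115 for the cerebral cortex replicates. Cerebellum replicate A and cerebral cortex replicate B had 12291 regions to themselves, and cerebellum replicate B and cerebral cortex replicate A had 6570, against 74 for cerebellum and 1258 for cerebral cortex as labelled. The mean of the crossed pairs exceeded that of the labelled pairs by 0.261, and the remaining way to pair the 4 lists, by letter, gave 0.0932. The number of peaks does not account for all of this, since the difference was 0.140 with equally many peaks per list. It was smaller there, with 0.238 for cerebellum replicate B with cerebral cortex replicate A but 0.142 for cerebellum replicate A with cerebral cortex replicate B, and 0.142 also for cerebral cortex replicate B with the hypothalamus sample, so the crossing of cerebellum replicate A with cerebral cortex replicate B is the weaker evidence. Over all regions and with equally many peaks, cerebellum replicate A was nearest to the hypothalamus and cerebellum replicate B to spleen replicate A. The width and gap limits of cerebellum replicate A do not alter the lists in pairs that leave it out, and in the brain-only regions of the full lists cerebral cortex replicate A was closer to cerebellum replicate B than to cerebral cortex replicate B by 0.217. A candidate explanation is that 1 cerebellum and 1 cerebral cortex library carry each other's labels. The peak lists do not show which of the libraries these would be, and the samples were kept under their labels throughout. The study reported reproducible replicates from its clustering of read depth, which was not repeated here. Differences in dissection or library quality, and differences between birds within a tissue, were not tested and stay open. If labels were exchanged, the low replicate similarity and the few restricted regions of these tissues could follow from it, and so could much of the brain similarity, whose difference of 0.0614 fell to 0.0285 with the labels exchanged.

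Adipose replicate A was closer to both skeletal muscle lists than to adipose replicate B. For adipose replicate B the order depended on the measure. Its index was 0.266 and 0.261 with skeletal muscle replicates A and B against 0.240 with adipose replicate A, but 0.280 and 0.299 against 0.288 with equally many peaks. The share of peaks covered to at least 50% was 46.3% and 49.3% against 49.4%. Of the 1590 regions with peaks in both skeletal muscle samples and in no tissue other than these 2, 89.1% (exact 95% interval 87.4% to 90.5%) had a peak in adipose replicate A and 11.9% (10.4% to 13.6%) in adipose replicate B. With equally many peaks per list the shares were 77.3% and 32.4%. The short list of adipose replicate B is not the whole cause, since with equally many peaks adipose replicate A stayed closer to the farther skeletal muscle list than to adipose replicate B by 0.146. An exchange with a skeletal muscle library would leave a skeletal muscle list out of place, but with equally many peaks these lists were closer to each other, at 0.464, than either was to adipose replicate B, by 0.165. Skeletal muscle nuclei in the adipose replicate A library, or a skeletal muscle sample in its place, remain candidate explanations. They were not separated, and the study's clustering of read depth, from which it reported reproducible replicates, was not repeated here. With the full lists adipose replicate B shared 122 regions with adipose replicate A alone, against 42 and 39 with either skeletal muscle list alone. With equally many peaks it shared 361, against 257 and 258, a ratio of 1.40. A difference between the birds in adipose tissue stays open and was not tested.

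Peaks of cerebellum replicate A were short, with a median width of 184 bp. Its smallest gap was 293 bp, against 801 bp elsewhere, and in 15 of 15 lists the smallest gap was 4 times the smallest width plus 1 bp. A shorter fragment length given to the peak caller for this library is therefore a likely explanation, and no biological one was tested. Merging its peaks to the limits of the other lists changed the mean replicate similarity from 0.369 to 0.372.

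Spleen replicate B had the lowest median fold enrichment, 2.05, and the most covered genome. Among peaks with a fold enrichment between 2.9 and 3.1, the median −log10 q was 25.9 in this list and between 1.39 and 4.42 in the others. At a given fold enrichment significance grows with the number of reads, so a larger library may explain its many weak peaks. Duplicate reads kept in this library would act the same way and were not tested, nor was a difference between the birds.

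The excess of peaks on microchromosomes followed the breadth of accessibility. The density ratio of microchromosomes to macrochromosomes was 0.946 for regions accessible in 1 tissue, rose with each further tissue, and was 2.21 for regions accessible in 8. Regions accessible in many tissues may thus carry the excess. The median width of regions also rose with breadth, from 371 bp in 1 tissue to 1767 bp in 8. Where peaks are dense, merging of neighbouring peaks of different tissues can itself raise breadth, and this was not separated. GC content and the number of genes differ between chromosome classes and could not be examined without the sequence, so a GC bias of the libraries stays open.

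The largest q-value of a peak over all lists was 0.0999, and the largest in any single list was at least 0.0964. These are higher than the cut-off quoted from the study above. The deposited q-value is an average over the peak, so it does not show whether a peak met that cut-off when it was called.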
